A study of Rattus norvegicus with 4 samples. Its data were reported in "Exploring hepatic hormone actions using a compilation of gene expression profiles" (2005).

How the data were processed

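Total liver RNA from 4 old male rats infused with human GH and 4 infused with vehicle was hybridised to 4 two-colour cDNA arrays made in the authors' laboratory, with 1 rat of each group per array. Samples were grouped from the channel labels, which place the vehicle rat in channel 1 and the GH rat in channel 2 of every array. The labels give GH in Cy3 on arrays 1 to 3 and in Cy5 on array 4, but describe only arrays 1 and 2 as reversed. By that description array 3 would share the orientation of array 4. The dye labels were used throughout, and no dye term was fitted for the other split. As rats were labelled individually, each array is a biological replicate.

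According to the methods, the authors scanned the arrays with a laser scanner, quantified spots with GenePix Pro, subtracted the local background, flagged absent or weak spots and corrected intensity-dependent effects by Lowess in the SMA package. Software versions and an annotation of the clones are not given in the sources used here. The deposited values were taken to be log2 ratios, and blank cells to be spots that the authors had flagged. Lowess sets the bulk of each array to 0, so that a change shared by most transcripts is removed; the column medians were -0.0054, -0.0044, 0.0013 and -0.0042 for arrays 1 to 4. Subtraction of background can make ratios of weak spots extreme. Intensities were not used here, and weak spots could therefore not be weighed.

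The scale and direction of the columns are not stated beside the values. All 6 pairwise correlations between columns were above 0 as deposited, although array 4 has the opposite dyes, so the columns were taken to run the same way. The direction is called GH over vehicle because the methods work with log2 ratios of treated over untreated samples and because channel 2 holds the GH rat. As a check, 58 published ratios of these animals were compared with the clone medians at 2 decimals. Read as log2 of GH over vehicle, every one of the 58 was met by at least 1 clone, whereas 6 were met by none with the sign turned, 2 with natural logarithms and 1 with log10. With 4104 clones most values are met by chance, so only the unmet ones discriminate. A check of sign gene by gene had been planned. This comparison replaced it after the file was seen, since the clones had no accessions here. The published ratios entered no other comparison with the data, and some of them are listed below as values the study reported.

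Clones with a value on at least 3 of 4 arrays were tested, following the rule of the authors to leave out genes that were not detected in most of the measurements. The mean log2 ratio was tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (two-sided), and p-values were adjusted by Benjamini-Hochberg over the 4104 clones. The confidence intervals are limma's 95% intervals. The authors used SAM at a 5% false discovery rate; a one-class form of it, with all 16 sign flips of the arrays, was written in R for use as an alternative. In simulated data with the measured spread and missing values, the limma test recovered 38.0% of clones changed 1.5-fold, 96.0% of those changed 2-fold, 98.0% of those changed 4-fold and all of those changed 8-fold (50 clones each among 4104), with 6 false calls. Each simulated change had the same size on every array and no dye effect, whereas the measured changes differed in size between arrays. The recovered shares therefore do not give the power in the measured data. For clones measured on array 4, a dye effect was fitted as a second coefficient; with 1 array in the Cy5 orientation, the spread in this fit comes from arrays 1 to 3, and array 4 is assumed to vary alike. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

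The design, the alternatives and the rule for naming genes were fixed before the data were examined. That rule named the largest changes past the threshold measured on all 4 arrays with 1 sign. As it required gene symbols, it was applied to clone names. The rule had asked for a larger number of changes in each direction, and the cut to 2 clones in each was not part of it. None of the 6240 clone names was found in the rat gene table (GRCr8 annotation), and the clones are therefore described by name only. For the same reason, the planned gene lists (sex-differentiated, lipogenic, sterol, GH axis, bile acid and other metabolic genes, markers of other cell types, and genes induced by thyroid hormone) and the averaging of clones of 1 gene were not analysed here. Clone names consist of a letter code shared by 96 clones and a number from 1, and were read as plate and well; this reading is inferred from the names. Alternatives were stricter and looser detection filters, centring and scaling of the arrays, a dye term, turned signs, array weights, robust eBayes, SAM, a 1.5-fold minimum and leaving out each array. When an array was left out, the clones of the main comparison were tested again; testing those with values on all 3, or on at least 2, of the other arrays was added after the data were seen.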

Results

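The effect of a continuous growth hormone (GH) infusion on liver gene expression was measured in 2-year-old male rats. Human GH at 0.34 µg per gram body weight, or vehicle, was delivered by osmotic minipump for 3 weeks. Adult male rats release GH in pulses, whereas females release it more evenly, so a constant infusion is meant to imitate the female-like pattern. GH levels in the blood of these rats are not given in the sources used here. Liver RNA of 4 GH-infused and 4 vehicle-infused rats was labelled individually, and each of 4 two-colour cDNA arrays compared 1 rat of each kind. According to the sample labels, the GH rat was labelled with Cy3 on arrays 1 to 3 and with Cy5 on array 4. All values were read as log2 ratios of GH over vehicle, so that a negative value stands for a transcript that was lower in the GH-infused rat.

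The arrays carried 6240 cDNA clones, of which 5099 had a value on at least 1 array. Array 1 was the least complete, with 3250 clones measured, and array 4 the most complete with 4890. Arrays 2 and 3 held values for 4634 and 4232 clones, respectively. A total of 4104 clones were measured on at least 3 arrays and were tested, 3162 of them on all 4 arrays. The clones carry plate and well names that were not paired with genes here, so the changes are described by clone. Consequently, transcripts known to respond to GH, such as those of sex-specific cytochromes P450 or lipogenic enzymes, could not be picked out. Precision is limited by the number of arrays.

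GH infusion changed 49 clones, and among these clones decreases were both more numerous and larger than increases. In total, 39 clones (79.6%) were lower and 10 were higher in GH-infused rats (limma, Benjamini-Hochberg adjusted p under 0.05, n = 4 arrays at most). The median change was a 2.62-fold decrease among the lower clones and a 1.86-fold increase among the higher ones. Of the lower clones, 28 fell at least 2-fold and 10 of these at least 4-fold, whereas 4 of the higher clones rose at least 2-fold. Clones of 2 plates, RNAA and RNAB, made up 23 of the 39 lower clones and 3 of the 10 higher ones. Several of these clones may stand for the same transcript. The excess of decreases is therefore a count of clones and may be smaller when counted by transcript. With every array scaled to the same spread, 29 clones were higher and 57 lower, a share of 66.3% lower. Of the 746 clones with the same sign on all 4 arrays, whether or not they passed the test, 366 were higher and 380 lower. Each of the 49 clones moved in one direction on every array that measured it, as seen in the plot of the changed clones by array. With so few arrays a clone of mixed signs could not reach the threshold, so this agreement follows from the test and is no separate result.

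**Figure D1:**
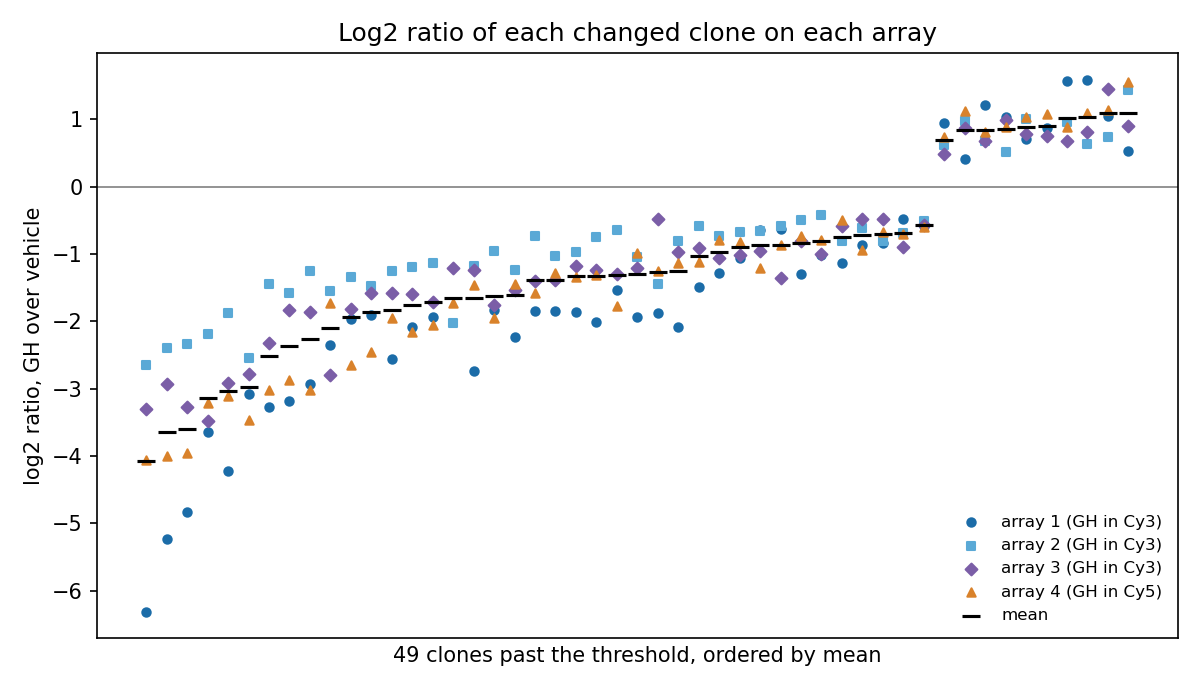
Log2 ratio of GH over vehicle (vertical axis) on each array for the 49 clones past the threshold, ordered by mean along the horizontal axis. Coloured symbols are single arrays and black dashes are means. The 39 lower clones extend to a mean of -4.08, whereas the 10 higher clones reach 1.10.

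Among the changed clones measured on all 4 arrays, RNAB80 had the largest decrease. It fell by 4.08 ± 1.59 on the log2 scale (SD, n = 4), which is 16.9-fold lower in GH-infused rats (95% confidence interval 7.04- to 40.8-fold, limma adjusted p = 0.0212). Its log2 ratio was -6.31 on array 1, -2.65 on array 2, -3.31 on array 3 and -4.06 on array 4, and without array 1 the mean was -3.34. Clone RNAA53 fell by 3.64 ± 1.25 (SD, n = 4), or 12.5-fold (95% confidence interval of the log2 ratio -4.64 to -2.63, limma adjusted p = 0.0139). The largest increases among these changed clones were found for RGIBB04, at 1.10 ± 0.48 (SD, n = 4, limma adjusted p = 0.0466), and for RNAA21, at 1.09 ± 0.29 (SD, n = 4, limma adjusted p = 0.0141). They correspond to a 2.15-fold (1.60- to 2.88-fold) and a 2.14-fold (1.73- to 2.64-fold) higher level with GH. Of all tested clones, 15 had a mean at least 2-fold higher, and only 4 of them passed the threshold. RGIBB04 no longer passed the threshold without array 2, 3 or 4, with mean log2 ratios of 0.99, 1.17 and 0.95, respectively. The same held for RNAA21 without array 1 or 3, with means of 1.11 and 0.98, and for RNAB80 without array 3, with a mean of -4.34. RNAA21 passed without array 1 when only clones measured on all 3 other arrays were tested (limma adjusted p = 0.0468, range over all settings 0.00793 to 0.9996). RNAA53 passed with each array left out in turn, except without array 3 under that same restriction, where its mean was -3.88 (limma adjusted p = 0.0770, range over all settings 0.000336 to 0.9996). The upper end of both ranges comes from turning the signs of arrays 1 and 2, which opposes arrays that run the same way.

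Smaller changes were less well resolved. An unadjusted p under 0.05 was obtained for 502 of the 4104 clones, against 205 expected by chance. As GH was labelled with Cy3 on 3 of the 4 arrays, the mean also carries any dye bias of single clones. With the sign of array 4 turned, as a dye bias would run, limma gave 277 clones at an unadjusted p under 0.05. The excess over chance can therefore not be credited to GH alone. The 277 do not show a dye bias either, as clones that changed little on array 4 can be among them. Had array 3 the orientation of array 4, the matching turn would be of arrays 1 and 2, which gave 84 clones at that limit. The standard error of a clone's mean log2 ratio had a median of 0.12, and the smallest mean change among the 49 clones was 0.57 on the log2 scale. Of 52 clones with a mean change of at least 2-fold, 32 passed the test. The count of changed clones was 30 without array 1, 25 without array 2, 19 without array 3 and 55 without array 4. With the test restricted to clones measured on all 3 other arrays, limma called 1 clone without array 3 (323 at an unadjusted p under 0.05) and 30 without array 2 (326 at an unadjusted p under 0.05).

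To see whether changes found in some animals held in another pair, clones were called on 3 arrays and read on the array left out. All 29 measured clones called without array 1, all 25 called without array 2 and all 19 called without array 3 moved in the same direction on the array left out. Without array 4, the only array with GH in Cy5, 55 clones were called, and 45 of them (81.8%) moved in the same direction on array 4. Most of the loss was found among the increases. Of 38 clones called lower on arrays 1 to 3, 37 were also lower on array 4, but of 17 called higher only 8 were higher on array 4.

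The size of the changes was not the same on all arrays. Over the lower clones, the median log2 ratio was -1.92 on array 1, -1.04 on array 2, -1.35 on array 3 and -1.47 on array 4. For the higher clones it ranged from 0.74 on array 2 to 1.06 on array 4. Array 2 also had the narrowest spread over all its clones, with a median absolute deviation of 0.21, compared with 0.30, 0.24 and 0.34 on arrays 1, 3 and 4.

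Array 4 differed from arrays 1 to 3 in dye orientation, as labelled, and in the pair of rats. Across clones, arrays 1 to 3 were correlated with each other at Pearson's r of 0.53 to 0.55, and with array 4 at 0.28 to 0.33 (clones are not independent replicates). Of the 3162 clones measured on all arrays, 23.6% had the same sign on all 4, where 12.5% is given by chance with independent arrays. In 18.0% array 4 alone was opposite, whereas any other single array was opposite in 8.79% to 11.4%. When the dye was added to the model, the GH term passed the threshold for 150 of 4092 clones, 45 higher and 105 lower, including 48 of the 49 clones. That fit is no firmer count of changed clones, since array 4 has as much weight as the other 3 arrays together but is fitted exactly, and its own error is assumed to be that of arrays 1 to 3. The dye term passed the threshold for 28 clones, which marks clones where array 4 lay outside the spread of arrays 1 to 3. As the plot of array 4 against the other arrays shows, 27 of the 28 were lower on array 4.

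**Figure D2:**
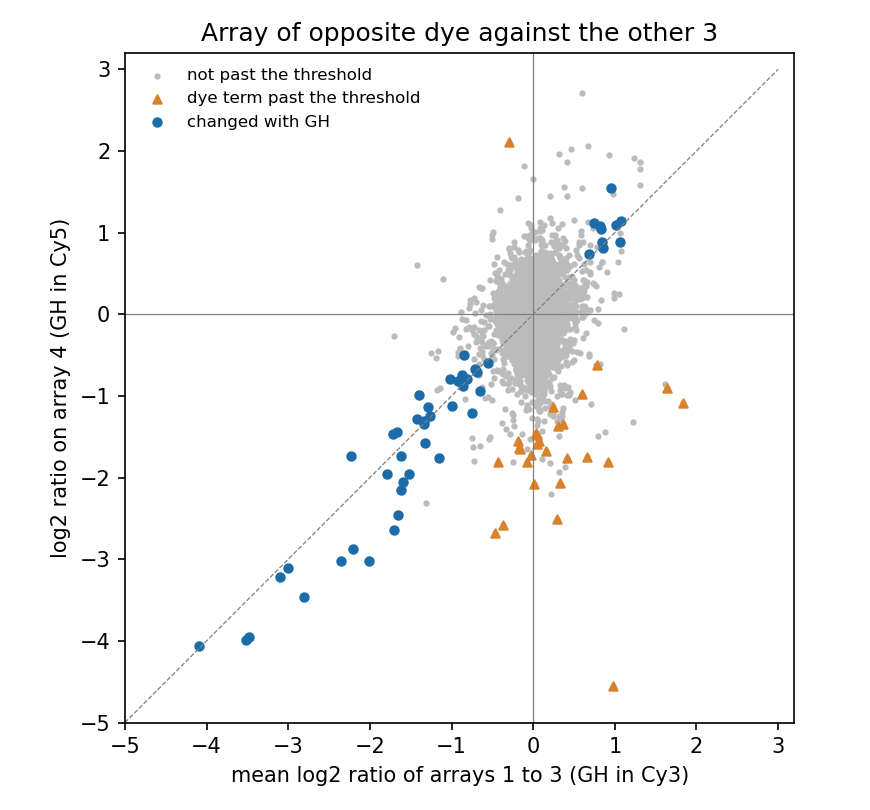
Log2 ratio of GH over vehicle on array 4, with GH in Cy5 (vertical axis), against the mean log2 ratio of arrays 1 to 3, with GH in Cy3 (horizontal axis), for 4092 clones. Blue points are the 49 changed clones, which lie near the dashed line of equality. Orange triangles are the 28 clones with a dye term past the threshold, 27 of them below that line. Both sets were chosen by fits that include array 4, so their places relative to the line follow in part from the choice.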

Values the study reported

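The study listed GH ratios of these old rats for genes that thyroid hormone had raised in hypothyroid mice, as medians of treated over untreated. Among genes it marked as significantly raised by GH in at least one of its rat models, not necessarily this one, the highest ratios in old rats were 2.64 for malic enzyme 1, 2.44 for a transcript similar to hydroxysteroid sulfotransferase, 1.89 for opioid receptor sigma 1, 1.86 for aquaporin 8, 1.79 for long-chain fatty acid coenzyme A ligase 5 and 1.74 for fatty acid synthase. The other marked genes ranged from 1.23, for a subunit of NADH dehydrogenase, to 1.50, for farnesyl diphosphate synthase and a sterol-C5-desaturase-like transcript. The lowest ratios in the whole list were 0.39 for a hypothetical protein named RMT-7, 0.53 for cytochrome P450 4A3 and 0.61 for cysteine-sulfinate decarboxylase. Next were 0.69 for FXYD domain-containing ion transport regulator 2 and 0.75 for a transcript similar to glutathione S-transferase theta 3. None had the mark, which was given for increases only and does not show whether these decreases were significant. The study also reported that 48% of the female-enriched transcripts were raised, and around 34% of the male-enriched ones lowered, by continuous GH in 3 month old males, which are other animals than those described here.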

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

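The test of equal dye bias, with its bound, was chosen only after the values of the clones concerned had been seen, as was the account of the other sign patterns as a test of chance; the counts over sign patterns themselves were planned.

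Clones measured on exactly 2 arrays were outside the comparison. Of 537 such clones, 1 was at least 2-fold higher with GH on both, with log2 ratios of 1.19 on array 2 and 1.42 on array 4, and none was at least 2-fold lower on both.

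Array 4, with GH in Cy5, stood apart from arrays 1 to 3. It had 173 values below -1 among 4890 measured clones. Arrays 1 to 3 had 76 among 3250, 32 among 4634 and 41 among 4232. Array 4 also had the widest median absolute deviation (0.34). Its limma array weight was the lowest (0.50, against 0.86, 1.66 and 1.40 on arrays 1 to 3). A wider spread by itself gives more values below -1, and its cause was not tested. Dixon's test set 1 array apart in 217 of 3162 clones (6.86%), and in 103 of these it was array 4. Chance gives about 1 in 20 only if the arrays have equal spread. For the 27 clones lower by their dye term, a dye bias of equal size in both orientations stays open: their median was -1.65 on array 4 but 0.16 on arrays 1 to 3, an opposite change of 0.095 of the size (95% bootstrap interval 0.00394 to 0.233), but choosing clones by a term that rests on 1 array favours such an imbalance. For the remaining clones dye bias also stays open, as array 4 still correlated with the mean of arrays 1 to 3 at 0.12 over the 4043 clones not called (95% bootstrap interval 0.07 to 0.18), but less than these arrays did among themselves (0.33 to 0.42). Spots that the other arrays did not measure also stay open in part, because among clones measured on all arrays array 4 had 1.37 times as many values below -1 as the next array, and a difference between this pair of rats cannot be told apart from the dye with 1 array.

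Over 25 clones called without array 2, its median change was 0.61 of the median of the other arrays. Clones called on 3 arrays tend to read smaller on the array left out, and the same share was 0.74 for array 3, 0.74 for array 4 and 1.30 for array 1. A compressed scale of array 2 is allowed by the values but stays open. After scaling of each array to the same median absolute deviation, that share was 0.86 (95% bootstrap interval 0.72 to 0.97), against 1.16, 0.95 and 0.52 for arrays 1, 3 and 4. As array 2 had the narrowest spread, this scaling raises its share whatever the cause, so it cannot decide. A weaker response of this pair of rats was not tested.

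The 49 changed clones were compared with other sign patterns of the arrays. Only 1 of the 8 patterns, the deposited one, gave as many, and the highest count of the other patterns was 0 (68 to 277 clones at an unadjusted p under 0.05 by limma). With 8 patterns the share is too high for a test at 0.05.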

How the results depend on the processing

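The setting with both dye term and scaling, and the other filters when an array was left out, were chosen after seeing the data. With limma, 49 clones changed (10 higher, 39 lower). The counts stayed within 1.5 times of these with values required on all arrays or on at least 2, centring, robust eBayes and the 1.5-fold minimum. Scaling to the same median absolute deviation gave 86 (29 higher) and array weights 80 (22 higher), with all 49 among them in both. SAM gave 89 (77 lower), again with all 49. The dye term gave 150 (45 higher, 105 lower), with 48 of the 49, and together with scaling 105 (32 higher, 73 lower), with 47 of the 49; both take their spread from arrays 1 to 3, as array 4 is alone in its orientation. Turning array 4 gave 0 clones, 0 higher and 0 lower (277 at an unadjusted p under 0.05 by limma). Turning arrays 1 and 2 also gave 0 clones (84 at that limit). The 49 clones take mixed signs when arrays are turned, so they could not stay past the threshold. Other clones could have passed. Of clones measured on all arrays, 18.0% had array 4 alone opposite and 9.71% had arrays 1 and 2 against 3 and 4. With arrays 1 and 2 turned, the log2 changes of RNAB80 and RNAA53 became 0.40 and 0.18. Leaving out 1 array gave 1 to 57 clones over 3 filters, 0 to 17 higher and 1 to 40 lower. With the clones of the main comparison the counts were 30, 25, 19 and 55 without arrays 1 to 4 (2 to 17 higher, 17 to 38 lower), with values on all 3 other arrays 39, 30, 1 and 57, and with values on at least 2 of them 25, 25, 20 and 55. For other moves the cause was not tested. Of 23 settings, RNAA53 was past the threshold (or, for the median over arrays, within 1 SD of its mean) in 20, RNAB80 in 18, RNAA21 in 16 and RGIBB04 in 11, and RGIBB04 had adjusted p from 0.0181 to 0.9996. The settings with turned signs are among the 23, and none of these clones passed in them, by construction. The limma adjusted p of 0.9996 comes from turning arrays 1 and 2. No other pairing than that of the 2 rats on an array was in the labels. The planned settings on gene lists and on averaged clones were not run, as clones had no gene names here. Signal over background was not used here.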

Other observations

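The concentration on plates was noticed in the data and these plates were picked for their changed clones, which the odds ratios and their intervals do not account for, and the tests of a plate shift and of neighbouring wells were chosen only after the results they measure had been seen; the centring test replaced an earlier bound on the plate medians, 0.2, that the interval for RNAB (-0.24 to -0.10) crossed.

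The changed clones were unevenly spread over the array. Clones of 2 of the 65 plate codes, RNAA and RNAB, made up 26 of the 49 changed clones, namely 13 each, although they gave 177 of the 4104 tested clones. The share of changed clones was 14.7% on these plates and 0.59% on the others (odds ratio 29.1; hypergeometric adjusted p over 65 plates 1.02e-09 and 2.92e-10, with no other plate under 0.05). The odds ratios, their intervals and these p-values count clones as independent, although all were measured in the same rats and several may stand for 1 transcript. They therefore overstate the evidence. On both plates together 23 changed clones were lower and 3 were higher. Among clones that were not called, an unadjusted p under 0.05 was found in 25.8% on these plates and in 10.6% elsewhere.

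A shift of whole plates is argued against as the whole cause: the medians of all tested clones were -0.05 on RNAA and -0.19 on RNAB, and after centring every plate on each array the odds ratio was 29.1 (14.9 to 57.2), with 40 of the 49 clones still called. More complete measurement is also argued against, because the odds ratio was 29.5 (15.5 to 56.8) among clones measured on all 4 arrays. Carry-over between neighbouring wells stays open, as 7 pairs of changed clones had consecutive numbers where random placements gave a median of 3 (one-sided permutation p = 0.0261, 10000 placements), and a stock of related clones picked in order may give the same count. A candidate explanation is that these plates hold clones chosen for hormone or sex differences, with several clones per transcript. The names of the clones' genes would be needed to test it, and no biological explanation was tested.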
